A study of Mus musculus with 9 samples. Its data were reported in "In vivo induction of activin A-producing alveolar macrophages supports the progression of lung cell carcinoma" (2023).

How the data were processed

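RNA sequencing was analysed for 9 samples of sorted lung macrophages from C57BL/6 mice at postnatal week 10. The study placed Lewis lung carcinoma (LLC) cells, a mouse lung cancer line that grows in C57BL/6 mice and here carried the red fluorescent protein tdTomato, into the left lung, and control mice received vehicle. Macrophages were sorted as CD45+ autofluorescent cells. Alveolar macrophages (AMs) were the Siglec-F+ cells among them, and tumor-associated macrophages (TAMs) were Siglec-F− cells that carried a general macrophage marker. The labels gave 3 groups of 3 samples: AMs of control mice (Ctrl-AM), AMs of tumor-bearing mice (Tumor-AM) and TAMs of tumor-bearing mice (Tumor-macrophage). No batch was given in the labels.

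The deposited values were FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the sample), with 1 value per gene symbol and sample, for 24346 gene symbols. According to their methods, the authors made full-length cDNA with SMART-Seq HT and libraries with Nextera, sequenced single-end reads of 75 bases on a HiSeq instrument, mapped them to the mouse genome mm10 with TopHat, Bowtie2 and SAMtools, and computed FPKM with Cufflinks. The annotation, the treatment of reads that map to several genes and the use of strand were not stated, so values of overlapping genes and of near-identical gene copies are uncertain. FPKM divides by the length of the transcript and the mapped reads of the sample. It does not correct for a few very abundant RNAs that take up reads in one population and not in another. The authors also used the web tool iDEP, and its input and settings were not stated.

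The sum of FPKM over genes ran from 635560 to 785745 per sample. It was lowest in the Ctrl-AM samples and highest in the Tumor-macrophage samples, without overlap between groups. Total reads were estimated from the low values. In a library of whole reads, the values of 1 gene in different samples are whole multiples of what 1 read is worth, so ratios of low values between samples give relative depth. Between 82.9% and 86.9% of such ratios fell on the grid of whole reads, against at most 4.07% on a displaced grid. Relative depth ran from 0.906 to 1.14, with Ctrl-AM 1 set to 1. Estimated depth ran from 10500000 to 13300000 reads, so that an FPKM of 1 on a transcript of 1 kb stands for 10.5 to 13.3 reads. Reads are not independent molecules after PCR, so this precision covers counting error only. Genes were matched to the GENCODE vM21 annotation of GRCm38, the assembly also called mm10, for length, GC content and position, and 98.51% of symbols matched.

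Values were analysed as log2(FPKM + 1). The pseudocount of 1 makes changes of low genes look smaller than they are. Genes with an FPKM of at least 1 in at least 3 of the 9 samples were tested, 10686 in all. Since FPKM are not counts, group means were fitted with limma 3.58.1 in R 4.3.3, with an intensity trend in the prior variance, all 9 samples sharing 1 estimate of the spread. Tests were two-sided, and p-values were adjusted over all genes tested with the Benjamini-Hochberg method, with 0.05 as the threshold. Errors of log2 changes are standard errors (SE) of this fit, and errors of FPKM are standard deviations (SD) over 3 samples. Lists of genes were tested with limma's rotation test fry, which asks whether the members of a list move in 1 direction, and 14 such tests (7 lists in 2 comparisons) were adjusted together. The separation of the groups was measured as the share of all squared distances between samples that lies between groups, with an exact permutation test over the 280 ways to divide 9 samples into 3 groups of 3. Reference matching and plots used Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

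Genes named in the text were set by a rule. It covered Inhba, Inhbb and Inha, the AM and TAM marker genes and the 15 genes the study shows as most increased in Tumor-AM. In each comparison it added the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold, with a mean FPKM of at least 10 in the higher group and no overlap between the groups. Members of other gene lists written beforehand could be named as members. The groups, tests, lists, naming rule and first set of alternatives were fixed before the data were examined. Genes singled out afterwards are identified as such.

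The fit was tested on simulated data with the means and spread of the 10686 genes, of which 200 were changed. It recovered 94% of the changed genes and 98% of those changed 4-fold, 3.09% of its calls were unchanged genes, and a comparison without changes gave 0 calls. The rotation test recovered 5 of 5 shifted lists of 20 genes and called 0 of 5 unshifted lists. These lists were drawn from genes outside the 200 changed ones. The simulation therefore does not cover a comparison in which a large share of all genes differs.

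The alternatives were a pseudocount of 0.1, no filter on low values, other filters, quantile normalization, rescaling to TPM (the same sum in every sample), scaling by median ratios, a constant prior variance, a fit of the 2 compared groups only, stricter thresholds with a 2-fold change, the replicate number as a block and leaving out each sample in turn. A correction for GC content and length, the same with the replicate block, and leaving out short RNA genes were added after the data had been seen. The replicate numbers come from the sample titles, where each group has 1, 2 and 3. The titles do not say whether Tumor-AM and Tumor-macrophage samples with the same number came from the same mouse. Ctrl-AM samples came from other mice. No gene above 0 had identical values in any pair of samples, so all 9 counted as separate samples. No sample was left out of the comparisons. From a list made after the data were seen, 1 gene was left out and is not reported here.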

Results

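Gene expression was measured by RNA sequencing in 3 sorted macrophage populations of the mouse lung, with 3 samples each. Ctrl-AM were AMs from control mice, Tumor-AM were AMs from mice with LLC tumors in the left lung, and Tumor-macrophage were the TAMs from such mice. Depth was similar across samples, with an estimated 10500000 to 13300000 reads per library. Mean relative depth of Tumor-AM was 0.938 times that of Ctrl-AM (exact permutation test, two-sided, p = 0.3), and that of Tumor-macrophage was 0.87 times that of Ctrl-AM (exact permutation test, p = 0.2). With 3 samples against 3 this test cannot go below 0.1.

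The first question was whether the 3 populations were distinct. Differences between the groups made up 83.1% of all squared distances between samples, and the exact permutation p of 0.00357 was the smallest that 280 partitions can give. With 1 minus the Spearman correlation as the distance, the alternative that moved this share most, it was 97.6%, and with no filter on low values it was 75.2%. The first principal component held 76.7% of the variance and separated Tumor-macrophage from both AM groups. The second held 6.62% and separated Tumor-AM from Ctrl-AM. The mean distance between Ctrl-AM and Tumor-AM samples was 54.9 in log2 units, compared with 40.7 within Ctrl-AM and 44.9 within Tumor-AM. Tumor-macrophage samples lay 115.9 from Tumor-AM and 130.2 from Ctrl-AM on average. These larger distances make up most of the share between groups, so its permutation p covers the 3 groups together. For Ctrl-AM against Tumor-AM alone, an exact test of 3 samples against 3 cannot go below 0.1. Spearman correlations across genes, which are not independent replicates, ran from 0.971 to 0.983 within groups. They ran from 0.961 to 0.968 between Ctrl-AM and Tumor-AM, and from 0.844 to 0.856 between Tumor-AM and Tumor-macrophage.

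**Figure D1:**
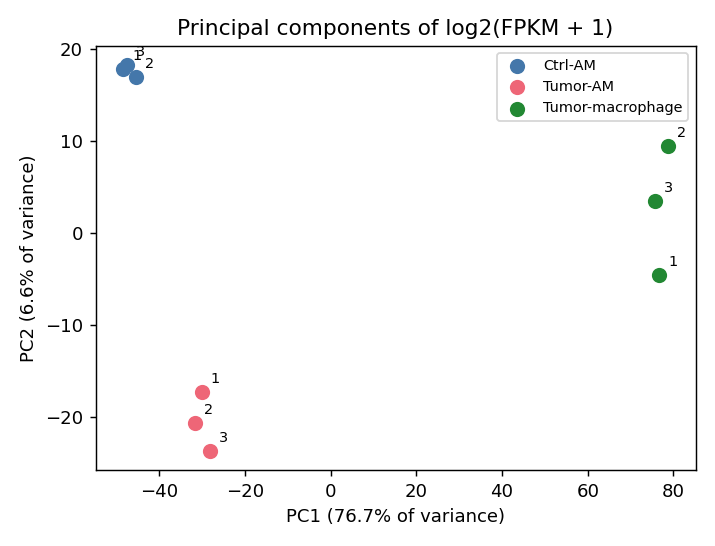
First and second principal component scores of the 9 samples from log2(FPKM + 1), with each axis giving its percent of the variance, 1 point per sample, colored by group and numbered by replicate. The 3 Tumor-macrophage samples lie above 75 on the first component and all AM samples below −28.

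Next, the marker genes the study used to identify AMs and TAMs were compared between the 2 populations of tumor-bearing mice. All 5 AM markers were lower in Tumor-macrophage than in Tumor-AM. Siglecf, which encodes the surface protein used for sorting, fell from 171.5 ± 10.3 to 0.651 ± 0.19 FPKM (SD, n = 3 each), a log2 change of −6.71 ± 0.094 (SE, limma adjusted p = 2.06e-11). The log2 changes of the others were −3.46 for Pparg, −0.95 for Mrc1, −4.09 for Marco and −1.21 for Siglec1, each with a limma adjusted p of at most 6.88e-05. All 4 TAM markers were higher in Tumor-macrophage, with log2 changes of 2.95 for Ccr2, 5.44 for Cx3cr1, 3.05 for Tgfb3 and 2.69 for Ly6c2 and adjusted p-values of at most 3.56e-07. Adjusted over each list alone, 5 of 5 and 4 of 4 genes were past the threshold as well. Between Tumor-AM and Ctrl-AM, Pparg was the 1 AM marker past the threshold, at 139.7 ± 4.16 compared with 202.03 ± 15.9 FPKM (SD, n = 3 each), a log2 change of −0.53 ± 0.088 (SE, limma adjusted p = 0.00455). The changes of Mrc1 (0.01), Siglecf (−0.23) and Siglec1 (0.18) were not past it, except that rescaling to TPM put Siglecf past it (−0.37, limma adjusted p = 0.0421). Marco changed by −0.81 (adjusted p = 0.369), and its values in the 3 Tumor-AM samples were 60.2, 329 and 95.3 FPKM, so this comparison rested on uneven replicates. Without Tumor-AM 2 the change was −1.51 (limma adjusted p = 0.0128). Ccr2 and Ly6c2 were higher in Tumor-AM than in Ctrl-AM, by 0.97 (limma adjusted p = 0.00965) and 0.50 (limma adjusted p = 0.00867), but Cx3cr1 and Tgfb3 were not different (adjusted p of 0.742 and 0.472). Over each list alone the counts were likewise 1 of 5 and 2 of 4.

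**Figure D2:**
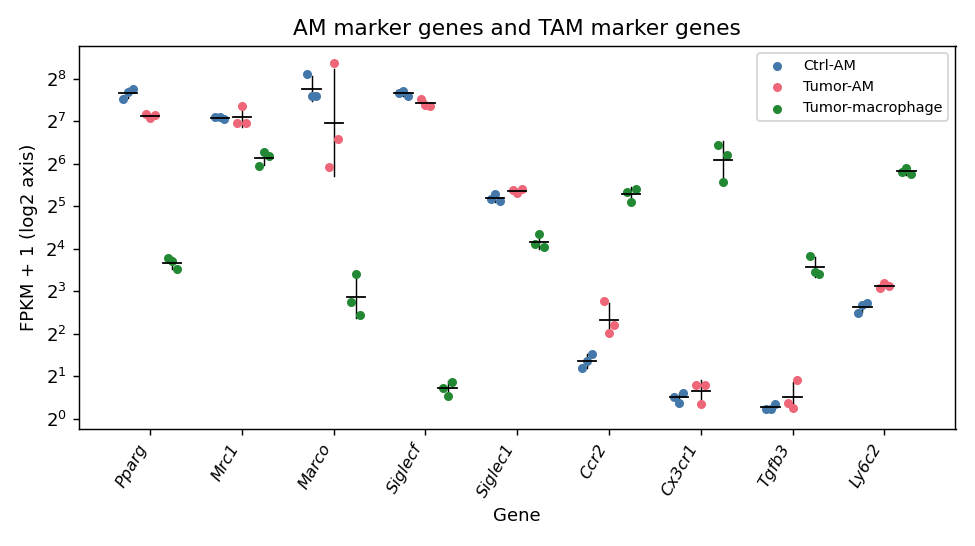
FPKM + 1 on a log2 axis for 5 AM marker genes and 4 TAM marker genes, with 1 dot per sample, a bar at the mean and a line of 1 SD to either side on the log2 scale (n = 3 per group). Siglecf lies at 171.5 FPKM in Tumor-AM and 0.651 in Tumor-macrophage on average, and Cx3cr1 at 0.581 and 68.8.

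The transcriptomes of Tumor-macrophage and Tumor-AM differed in 5191 of the 10686 genes tested (48.58%), with 2588 higher and 2603 lower in Tumor-macrophage. Median-ratio scaling gave 2871 higher and 2339 lower, quantile normalization 2439 higher and 2796 lower, and rescaling to TPM 2129 higher and 3129 lower. With the replicate number as a block the count was 5069, and 4937 genes were shared by both fits. Deviations from the group means of same-numbered samples correlated with a mean r of 0.077 across genes (0.026 to 0.109), which gave little sign of pairing. The changes that were largest by the naming rule were increases of Ccl8 (log2 change 8.67), C1qc (7.78), C1qa (7.70), C1qb (7.21) and Ccl7 (7.0). The corresponding decreases were those of Ear1 (−9.29), Krt19 (−8.32), Cidec (−7.67), Krt79 (−7.62) and Plet1 (−7.60). Mean expression of C1qc, a complement subunit gene, was 4532 ± 92.8 FPKM in Tumor-macrophage and 20.7 ± 8.47 in Tumor-AM (SD, n = 3 each), and limma adjusted p-values of these 10 genes were at most 9.8e-08. Requiring a 2-fold change moved the count most, to 1827 genes.

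The central comparison asked how AMs change in tumor-bearing lungs. Between Tumor-AM and Ctrl-AM, 1100 of 10686 genes (10.29%) were past the threshold, 760 higher and 340 lower in Tumor-AM. Of these, 179 were at least 2-fold higher and 29 at least 2-fold lower. Values of both groups did not overlap for 32.3% of all genes tested, where chance gives 10%. The median log2 change of all genes was 0.0142. The count depended most on the 2-fold requirement, which left 208 genes, and on the number of AM samples. Leaving out any 1 Ctrl-AM or Tumor-AM sample lowered it, to between 538 (without Ctrl-AM 1) and 845 (without Tumor-AM 2). Without Ctrl-AM 1, 531 of the 538 genes were among the 1100, so the drop was not particular to that sample. The balance of the directions depended on the scaling. Median-ratio scaling gave 656 higher and 383 lower genes, quantile normalization gave 607 higher and 446 lower, and rescaling to TPM gave 475 higher and 824 lower, with a median log2 change of −0.11 over all genes. Of the 1100 genes, 808 were also past the threshold after rescaling to TPM.

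The genes picked by the naming rule as most increased in Tumor-AM included F13a1, from 1.07 ± 0.537 to 14.1 ± 2.68 FPKM (SD, n = 3 each), a log2 change of 2.89 ± 0.28 (SE, limma adjusted p = 0.000284). Mmp14 also rose by 2.89 and Syngr1 by 2.85. Lum rose by 3.13 (limma adjusted p = 0.00736), with uneven Tumor-AM values of 6.62, 4.95 and 35.1 FPKM. Mir223 had a change of 4.37 (limma adjusted p = 0.035), but its Ctrl-AM values were 50.3, 0 and 1.74 FPKM, and 9 of 21 other settings put it outside the threshold. Among the decreases, Spag11b fell from 91.2 ± 11.7 to 16.4 ± 5.77 FPKM (SD, n = 3 each), a log2 change of −2.46 ± 0.23 (SE, limma adjusted p = 0.000251). Epcam also changed by −2.46 (limma adjusted p = 0.00435) and Retnla by −2.73 (limma adjusted p = 0.0207), and these were past the threshold in 21 and 16 of 22 other settings. The rule also picked 2 short RNA genes. Mir27a was listed at 1237, 722.9 and 723.2 FPKM in Ctrl-AM and at 0 in all 3 Tumor-AM samples, and these values equal 3, 2 and 2 times the smallest step between its values. Snora30 changed by −4.67 (limma adjusted p = 0.0425) and was past the threshold in 7 of 21 other settings.

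The study centred on Inhba, which encodes the subunit of activin A. Inhba (ENSMUSG00000041324) lies on the plus strand of chromosome 13 from 16011851 to 16031621 in GRCm38. Its transcript Inhba-201 has 5 exons. Exons 1 to 3 hold 5′ untranslated sequence, and the coding sequence runs from 16017296 in exon 4 to 16027126 in exon 5. Expression was 3.97 ± 2.32 FPKM in Ctrl-AM, 32.2 ± 7.49 in Tumor-AM and 9.75 ± 1.93 in Tumor-macrophage (SD, n = 3 each). The sample values were 3.39, 6.53 and 2.00 in Ctrl-AM, 39.5, 24.5 and 32.7 in Tumor-AM, and 10.8, 10.9 and 7.52 in Tumor-macrophage, so the groups did not overlap. Tumor-AM exceeded Ctrl-AM by 2.82 ± 0.30 on the log2 scale (SE, limma adjusted p = 0.000506). Tumor-macrophage changed by −1.62 ± 0.30 relative to Tumor-AM (SE, limma adjusted p = 0.00106), and with the replicate block by the same −1.62 (limma adjusted p = 0.00129). Tumor-macrophage also exceeded Ctrl-AM, by 1.20 ± 0.30 (SE, limma adjusted p = 0.00597). Only AMs were profiled from control mice, so this difference can come from the cell type as well as from the tumor. Whether Inhba rises in TAMs cannot be told from it. The pseudocount of 0.1 moved the change between Tumor-AM and Ctrl-AM most among the filters and scalings, to 3.12. None of the 75-base windows of the Inhba transcript occurred in transcripts of other genes.

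The other subunit genes of activins and inhibins were hardly detected. Inhbb was listed at 0 in 8 of 9 samples and at 0.126 FPKM in Tumor-AM 3 (log2 change 0.0572, limma adjusted p = 0.587 without the filter), and Inha was listed at 0 in all 9. Of 11 further genes for activin receptors, activin antagonists and the TLR4, MyD88 and JNK pathway, 8 passed the filter. Among these, 0 differed between Tumor-AM and Ctrl-AM after adjustment and 0 had an unadjusted p under 0.05, with log2 changes from −0.38 to 0.19 (lowest limma adjusted p 0.245). Fst, which encodes the activin antagonist follistatin, was below the filter at 0.116 ± 0.092 FPKM in Ctrl-AM and 0.775 ± 0.488 in Tumor-AM (SD, n = 3 each). Without the filter its log2 change was 0.63 (limma unadjusted p = 0.0072, adjusted p = 0.1). Relative to Tumor-AM, Tumor-macrophage changed by −0.69 (limma adjusted p = 0.0194 without the filter).

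The 15 genes that the study presents as most increased in Tumor-AM were then compared across the 3 groups. All 15 were higher in Tumor-AM than in Ctrl-AM, with log2 changes from 1.11 to 3.13 and limma adjusted p-values of at most 0.00802. The study chose them from these same samples, so this count carries no separate weight. Ranked by log2 change among the increases past the threshold, they ran from 2 (Lum) to 146 (Tns3), with Palm at 58 and Slc6a8 at 120. They were therefore not the 15 largest increases in the fit used here. All 15 were also higher in Tumor-macrophage than in Ctrl-AM (limma adjusted p at most 0.0138), except that Lum was outside the threshold without Tumor-macrophage 3 (1.64, limma adjusted p = 0.0567) and Palm was not tested under the filter of 5 FPKM. Of these genes, 12 were higher still in Tumor-macrophage than in Tumor-AM, from 1.07 for Baiap2 to 3.89 for Mmp14. The change of H2-Q6 (1.5, limma adjusted p = 0.0188) was past the threshold in 17 of 22 other settings, with a limma adjusted p of up to 0.143 in the rest. Lum (−1.15, adjusted p = 0.123) and Palm (0.37, adjusted p = 0.206) did not differ between the populations of tumor-bearing mice, except that Lum did without Tumor-AM 2 (−1.65, limma adjusted p = 0.0398), and Inhba was the 1 gene that was lower in Tumor-macrophage. For 3 of the 15, reads can be shared with similar genes. Windows of 75 bases that also occur in other genes made up 65.3% of the Gm5424 transcript, 17.9% of H2-Q6 and 8.91% of Serpina3g.

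**Figure D3:**
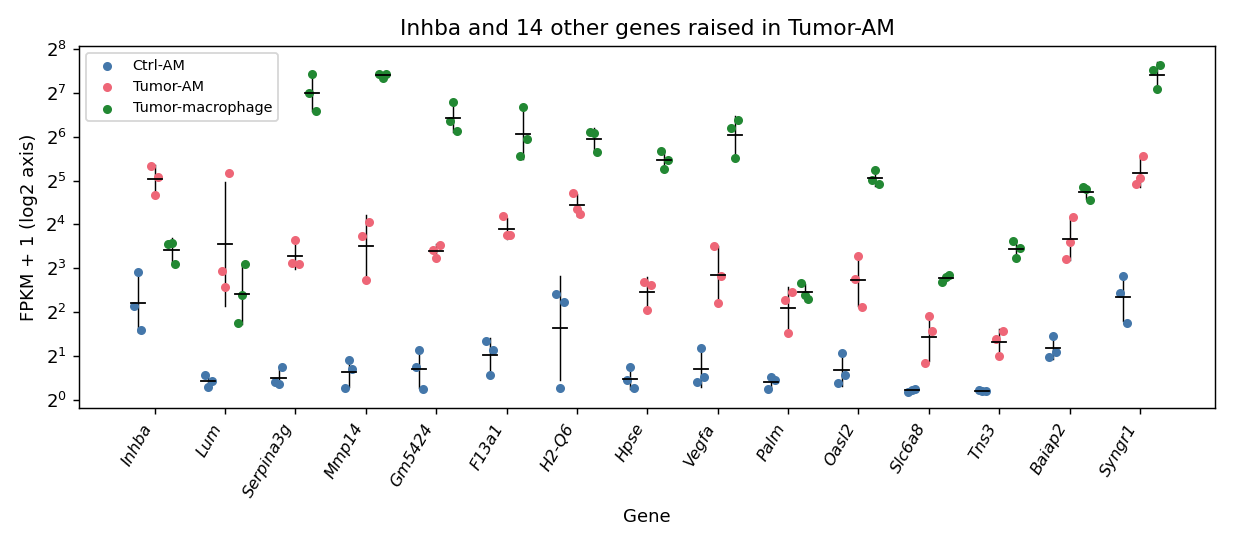
FPKM + 1 on a log2 axis for Inhba and the 14 other genes that the study presents as most increased in Tumor-AM, with 1 dot per sample, a bar at the mean and a line of 1 SD to either side on the log2 scale (n = 3 per group). Mean Inhba is 32.2 FPKM in Tumor-AM and 9.75 in Tumor-macrophage, whereas Mmp14, for example, is at 11.3 and 168.8.

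Genes higher in both populations of tumor-bearing mice than in Ctrl-AM were counted to ask what AMs and TAMs share. Control mice gave AMs only. For Tumor-macrophage, the effect of the tumor therefore cannot be separated from that of the cell type. Tumor-macrophage and Ctrl-AM differed in 5860 genes (54.84%), with 2960 higher and 2900 lower in Tumor-macrophage. Median-ratio scaling gave 3129 higher and 2736 lower genes, quantile normalization gave 2656 higher and 3428 lower, and rescaling to TPM gave 2130 higher and 4409 lower, with a median log2 change of −0.22 over all genes. The increases picked by the rule were Ccl8 (log2 change 10.64), C1qc (9.45), C1qa (9.30), C1qb (9.16) and Aif1 (8.04), and the decreases included Ear1 (−9.88), Fabp1 (−9.18) and Krt19 (−9.07). The rule also picked the short RNA genes Mir7091 and Mir3074-2, which were listed at 0 in all 3 Tumor-macrophage samples. Of the 760 genes higher in Tumor-AM than in Ctrl-AM, 570 (75%) were also higher in Tumor-macrophage and 77 were lower there. Of the 340 lower genes, 248 (72.9%) were also lower in Tumor-macrophage and 13 were higher. Rescaling to TPM changed the shared counts to 379 higher and 700 lower genes. When 1 sample was left out, they ran from 324 to 623 higher and from 93 to 288 lower genes. Without Ctrl-AM 1 they were 324 and 96, and without Ctrl-AM 3 they were 338 and 93. Of all 10686 genes tested, 2960 were higher and 2900 lower in Tumor-macrophage than in Ctrl-AM. Both comparisons use the same Ctrl-AM samples, so they are not independent, and errors in these samples move both changes the same way. The share expected from this alone was not computed, so the overlap is a description and not a test. A total of 172 genes, Inhba among them, were higher in Tumor-AM than in both other groups, and 78 were lower than in both. Rescaling to TPM left 97 genes higher than in both.

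**Figure D4:**
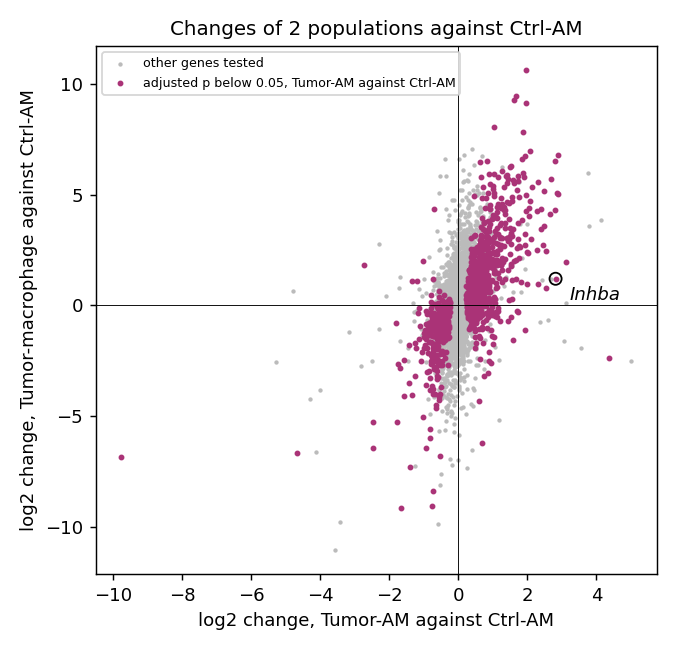
Log2 change of Tumor-AM against Ctrl-AM on the horizontal axis and of Tumor-macrophage against Ctrl-AM on the vertical axis, 1 point per gene tested, with the 1100 genes past the threshold in the first comparison in purple. Inhba is circled at 2.82 and 1.20, and 570 of the 760 purple genes to the right are also past the threshold and higher in Tumor-macrophage.

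Gene lists written before the data were examined were tested for movement in 1 direction. Between Tumor-AM and Ctrl-AM, 4 of 7 lists were past the threshold (limma fry, adjusted over 14 tests), all upward. The monocyte list had a mean log2 change of 1.10 with 19 of 19 genes higher (adjusted p = 0.000161), and the interferon list 0.82 with 20 of 20 higher (adjusted p = 0.0102). The immediate-early list, whose genes can be raised by tissue dissociation, had 0.41 with 11 of 16 higher (adjusted p = 0.00808). The glycolysis and hypoxia list had 0.36 with 15 of 18 higher (adjusted p = 0.0265), and was past the threshold in 16 of 22 other settings. It was not past it after rescaling to TPM (0.25, adjusted p = 0.202), nor when any of 5 samples was left out, all 3 of Ctrl-AM among them. The AM identity list (−0.27, adjusted p = 0.0806), the MHC class II list (0.17, adjusted p = 0.662) and the cell cycle list (0.03, adjusted p = 0.876) were not past the threshold. The AM identity list was past it in 5 of 22 other settings, with the lowest adjusted p after rescaling to TPM (−0.41, adjusted p = 0.0104). Between Tumor-macrophage and Tumor-AM all 7 lists were past it. The test does not set a list against other genes, and 48.58% of all genes tested differed in this comparison. Lists of random genes were not tested here, so a list past the threshold is not shown to differ from genes in general. The AM identity list was lower (−4.98, adjusted p = 3.17e-08) and the other 6 were higher, the monocyte list by 3.40, the MHC class II list by 3.14 and the interferon list by 2.11. The rise of the cell cycle list (0.49, adjusted p = 0.0265) was past the threshold in 17 of 22 other settings, with an adjusted p of up to 0.0837 in the rest. With the replicate block, 7 lists were past the threshold in this comparison as well.

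The study also described AM clusters from single cells by several genes, and their values in the sorted populations were compared. S100a6 rose from 33.2 ± 4.43 FPKM in Ctrl-AM to 133.9 ± 45.9 in Tumor-AM (SD, n = 3 each), a log2 change of 1.93 ± 0.21 (SE, limma adjusted p = 0.00058). Cd63 rose by 1.52, Junb by 1.11 and Ly6e by 0.60, with limma adjusted p-values of at most 0.00434. Cd9 (0.01), S100a1 (−0.05) and Ear1 (−0.59) were not past the threshold, with adjusted p-values of 0.978, 0.833 and 0.267, except that Ear1 was past it when only these 2 groups were fitted (limma adjusted p = 0.00487). Junb did not differ between Tumor-macrophage and Tumor-AM (−0.08, adjusted p = 0.744). Ly6e (1.60), Cd63 (1.24) and S100a6 (0.79) were higher still in Tumor-macrophage than in Tumor-AM (limma adjusted p at most 0.0103). Cd9 (−3.21), S100a1 (−1.97) and Ear1 (−9.29) were lower there (limma adjusted p at most 1.43e-07).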

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

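The tests in this part were chosen only after the result was seen. Reads assigned to 4 genes of the Y chromosome appeared in populations of tumor-bearing mice, outside the comparisons of the report. Their FPKM values summed to 0.275 on average over the 6 samples of tumor-bearing mice and to 0 in each of the 3 Ctrl-AM samples. The sums were 0, 0.204 and 0.453 in Tumor-AM 1 to 3 and 0.311, 0.112 and 0.568 in Tumor-macrophage 1 to 3, so 5 of 6 samples carried the signal. The study used female mice, and Xist, an RNA of the inactive X chromosome, was present in all 9 samples. It was at 9.45 to 11.8 FPKM in the 3 Ctrl-AM samples and at 6.13 to 8.37 in the 6 samples of tumor-bearing mice. The reason for this difference was not tested.

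A technical explanation is that reads of the X-linked copies of these genes were assigned to the Y-linked ones. X-linked copies were expressed in all samples, with FPKM sums from 59.9 to 85.1. At the rate per X-linked FPKM in the tumor-bearing samples, 48.5 reads would have been expected in the Ctrl-AM samples, and the Poisson chance of none is 8.52e-22. The absence of these reads in Ctrl-AM is what drew attention to the pattern, and PCR reads are not independent, so this chance restates the pattern and does not decide against misassignment. Tumor-AM 1 had no such reads either, with 13.6 expected. RNA of the implanted LLC cells is a candidate explanation. The estimated 77.1 Y-linked reads in the 6 samples do not settle it, because LLC cells were not profiled here and the sex of the line is not given in the labels. Male RNA from another library prepared at the same time would look the same. The pattern cannot be told apart from any of these sources.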

How the results depend on the processing

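Inhba kept its direction and stayed past the threshold in all 3 comparisons under each of 22 alternative fits. Its log2 change between Tumor-AM and Ctrl-AM ran from 2.75 to 3.12 across processing choices and from 2.51 to 3.17 when a sample was left out (highest limma adjusted p 0.00429). Between Tumor-macrophage and Tumor-AM the ranges were −1.74 to −1.57 and −1.80 to −1.46 (highest limma adjusted p 0.00594), and between Tumor-macrophage and Ctrl-AM 1.05 to 1.41 and 0.89 to 1.55 (highest limma adjusted p 0.0228).

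For the 17 results that answer a comparison, 369 of 393 recomputed values kept their direction and their side of the threshold, or for counts stayed within 1.5 times, 22 were weaker, 2 were stronger and 0 were reversed. Requiring a 2-fold change at an adjusted p under 0.05 gave 208 genes between Tumor-AM and Ctrl-AM, 1827 between Tumor-macrophage and Tumor-AM, 2150 between Tumor-macrophage and Ctrl-AM, 22 higher in Tumor-AM than in both other groups, and 0 AM and 0 TAM markers between Tumor-AM and Ctrl-AM. At an adjusted p under 0.1 with a 2-fold change these were 224, 1836, 2162, 25, 0 and 0. At an unadjusted p under 0.05, 2 AM and 2 TAM markers differed, and 0 of either with a 2-fold change. Rescaling to TPM left 97 genes higher in Tumor-AM than in both and gave 2 AM markers, with Siglecf added at −0.37 (limma adjusted p 0.0421). The median log2 change of all genes was then −0.11 (Tumor-AM against Ctrl-AM), −0.085 (Tumor-macrophage against Tumor-AM) and −0.22 (Tumor-macrophage against Ctrl-AM). FPKM sums were 635560 to 660730 in Ctrl-AM, 694977 to 731731 in Tumor-AM and 743858 to 785745 in Tumor-macrophage. Rescaling to TPM divides by these sums, so it lowers both groups of tumor-bearing mice relative to Ctrl-AM. Siglecf was past the threshold under no other alternative. Why the sums differed was not tested, nor were the causes of the other shifts.

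Across the 9 fits that each left out 1 sample, 538 to 1254 genes differed between Tumor-AM and Ctrl-AM, 86 to 188 were higher in Tumor-AM than in both, and 1 to 2 AM markers differed. The second was Marco, at −1.51 without Tumor-AM 2 (limma adjusted p 0.0128, range over its alternatives up to 0.778). These fits kept the 10686 genes of the full set. That was decided after a version with the filter reapplied had been seen, in which Cx3cr1 and Tgfb3 fell below the filter without a Tumor-macrophage sample and 2 of 4 TAM markers were counted.

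Among 131 single genes, lists and overlap counts, 2788 of 2880 values kept their direction and side, 59 were weaker, 10 stronger and 23 reversed. Reversals had limma adjusted p-values of at least 0.51. For Tumor-AM against Ctrl-AM, quantile normalization gave −0.041 for Mrc1, −0.167 for Cd9 and −5e-04 for the cell cycle list. TPM gave −0.127, −0.127 and −0.0945, and median-ratio scaling −0.011 for Mrc1 and −0.01 for Cd9. The GC and length correction gave −0.0104 for Mrc1 and 0.0983 for S100a1, with and without the replicate block. With a sample left out, Mrc1 ran from −0.122 to 0.0794, Cd9 from −0.0406 to 0.0823, S100a1 from −0.142 to 0.0218, the cell cycle list from −0.0272 to 0.0929, the MHC class II list from −0.0416 to 0.432, and Junb between Tumor-macrophage and Tumor-AM from −0.289 to 0.0564.

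With the replicate block, 938 genes differed between Tumor-AM and Ctrl-AM (872 shared with the fit without it) and 5772 between Tumor-macrophage and Ctrl-AM. These samples came from different mice, and the mean correlation of same-numbered deviations was 0.0589 and 0.0282. With the block and the GC and length correction together, 865, 5228 and 5824 genes differed in the 3 comparisons. The alternative for repeated gene symbols was not run, since no symbol repeats. Inha gave no value under any alternative. Depth limits Inhbb and Inha. Inha can be called undetected at 10500000 to 13300000 reads but not absent. Inhbb was at 0 in 8 samples, which does not show that it was absent there, and was detected at 0.126 FPKM in Tumor-AM 3.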

Other observations

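In this part, the tests on depth, on Inhba, Lum, Mir27a and Gm5424, on the cell cycle list for the sterol genes and on splits for the activin pathway genes were chosen after the results were seen, and the limits used to judge the gate shares, the Lum ratio and Gm5424 were set after their values were seen. Other splits of the samples were compared with the real one. In the 3 comparisons, splits of the 6 samples that part all 3 same-numbered pairs number 4, the real one included. For 14 results, 1 of the 4 splits, the real one, gave a result as large, and so did 1 of all 10 splits, of which the other 6 keep same-numbered pairs together. These results were the genes differing in each comparison, the AM and TAM marker counts, the study's 15 genes, the gene lists and Inhba. With 10 splits the share cannot go below 0.1, so these counts alone do not exclude a grouping by luck. For the activin pathway genes other than Inhba, where the real split gave 0 genes, 4 of the 4 splits gave as many, which any split would.

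For the 172 genes higher in Tumor-AM than in both other groups, 100 of the 108 splits with each replicate number once per group were drawn. As many genes were found in 5 of the 100, which is a share at the limit. In 4 of these the 3 Tumor-macrophage samples stood in the role of Tumor-AM, with up to 2162 genes, which reflects how far that population lies from the AMs. Splits that kept no group whole in that role gave at most 1 gene. The count of 172 therefore sets Tumor-AM apart from mixed groups but not from Tumor-macrophage in the same role.

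The genes that differ between Tumor-AM and Ctrl-AM were checked against technical explanations. After a correction for GC content and length, 86.1% of the 1100 genes were still called. GC content and length therefore did not account for most of the difference. Mean relative depth differed by a ratio of 0.938, but the calls were not recomputed at equal depth, so depth was not excluded as a cause. Tumor-macrophage cells inside the Tumor-AM sorting gate could raise the same genes in Tumor-AM. For 162 genes at least 20 times higher in Tumor-macrophage than in Ctrl-AM, the share of Tumor-macrophage expression seen in Tumor-AM had a median of 2.51%, and admixture alone would give 1 common share. Only 32.1% of these genes were within 2-fold of the median, with 0% at the 10th and 13.2% at the 90th percentile. Cx3cr1 allowed a share of 0.392% to 1.08% per sample. After subtracting that share of the Tumor-macrophage profile, 91.8% of the 760 higher genes (698) were still called, and 79.2% (602) after subtracting the median share. All 15 of the study's genes remained past the threshold in both. Admixture of a uniform kind may thus contribute to part of the list but was not enough to account for most of it. Cells in transit between both states, or a subset of TAMs unlike the average one, were not tested.

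For Inhba, admixture was tested separately. Mean expression in Tumor-AM was 3.31 times that in Tumor-macrophage. No share of cells with the average Tumor-macrophage profile could therefore produce the Tumor-AM level, and the log2 change after subtraction was 2.83. A subset of TAMs with more Inhba than the average was not tested. Lum, whose increase was uneven, was 6.07 times higher in Tumor-AM 3 than in the mean of Tumor-AM 1 and 2, and Col3a1 and Dcn, chosen after their values were seen, 5.05 and 4.62 times. Inhba was at a ratio of 1.02, so it did not rise with Lum in Tumor-AM 3. This comparison rests on that sample alone. Both genes were lower in Tumor-AM 2 than in Tumor-AM 1, Lum at 4.95 and 6.62 FPKM and Inhba at 24.5 and 39.5. A contribution of the cells that carry Lum was therefore not excluded for these 2 samples. Among the 9 genes other than Lum of a fibroblast list written beforehand, Col3a1 and Dcn included, 8 were higher in Tumor-AM 3 than in Tumor-AM 1 and 2. Only 4 of the 10 list genes passed the filter, so all genes tested are not a fair background, and each list gene was set against the 200 genes nearest to it in mean reads over the 3 Tumor-AM samples, a test chosen after the results were seen. Of these, 36.6% were higher in Tumor-AM 3 (exact test with the share of each gene's matches, one-sided, p = 0.00178; genes are not independent). Without Col3a1 and Dcn, 6 of 7 were, compared with 39.1% of their matches (exact test, one-sided, p = 0.0163), and matching on FPKM gave 0.0188. RNA of stromal cells in that sample is consistent with this test and is a candidate explanation for the rank of Lum, although most of these genes are near 0 and a few reads decide their order. For Tumor-AM 1 and 2 the list was divided. Of the 10 genes, 5 (Col3a1, Dcn, Lum, Pdgfrb and Col6a1) were above all Ctrl-AM samples in both, and 5 (Col1a1, Col1a2, Pdgfra, Mfap5 and Dpt) were not above them in at least 1 of the 2, with Col1a1, for example, at 0.308 and 0 FPKM against 0.308 to 0.906 in Ctrl-AM. Whether stromal RNA was present in these 2 samples cannot be told from this.

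Genes of sterol synthesis were frequent near the top of the genes higher in Tumor-AM than in both other groups, and 8 of them (among them Sqle and Idi1) were noticed there after their values were seen. A further set of the pathway was then listed before its values were looked at. Of its 15 members tested, 11 were higher than in both other groups, compared with 1.43% of other genes (Fisher's exact test, one-sided, p = 1.04e-17; genes are not independent), so the pattern was not limited to genes picked from the ranking. Over all 23 members tested, 19 were higher than in both, and 23 were higher than in Ctrl-AM by sign. The number was 19 after the GC and length correction and 15 to 20 across all settings. By sign 1 member was lower under TPM. Proliferating tumor cells among the sorted AMs could raise such genes. The cell cycle list as a whole did not move (limma fry, adjusted p = 0.876), nor did it under the alternatives. Its mean log2 change was 0.0309, with 12 genes higher and 8 lower. Such a mean cannot exclude a small share of these cells, and no marker of tumor cells was tested for this. A rise of sterol synthesis in AMs of tumor-bearing lungs is a hypothesis, found and tested on the same samples. Non-dividing tumor cells and the distribution of lipids in the tissue were not tested.

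Osm, Il6 and Spp1 were, like Inhba, higher in Tumor-AM than in both other groups, and were singled out after their values were seen. Osm was at 150.5 ± 22.2 FPKM in Ctrl-AM, 501.8 ± 119 in Tumor-AM and 125.6 ± 22.5 in Tumor-macrophage (SD, n = 3 each), and Il6 at 4.37 ± 0.225, 17.1 ± 5.17 and 3.59 ± 1.82 FPKM. Spp1 was at 752.7 ± 35.7, 3744 ± 556 and 1459 ± 226 FPKM. The highest limma adjusted p-value of these 3 genes over both comparisons with Tumor-AM was 0.00565. No explanation was tested for them.

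Values of some named genes were limited by the measurement. Mir27a was past the threshold as lower in Tumor-AM, but its FPKM equalled 3, 2 and 2 single steps in Ctrl-AM, 0 in Tumor-AM and 1 step in Tumor-macrophage 3. A step is likely 1 read or a few, and the largest number of 3 is above the 1 or 2 set beforehand as a limit, so a difference of a few reads cannot be told apart from a real decrease. Of 66 short RNA genes tested, 50 were at 0 in some library. Gm5424 shares 65.3% of its 75-base windows with Ass1. Ass1 was listed at 6.73, 2.34 and 0.000169 FPKM in Tumor-AM 1 to 3 while Gm5424 was at 9.66, 8.44 and 10.6, so the division of reads between both may be a matter of assignment. The sum of both was 1.63 ± 0.533 FPKM in Ctrl-AM, 12.6 ± 3.3 in Tumor-AM and 96.4 ± 20.6 in Tumor-macrophage (SD, n = 3 each). The increase was thus seen in the pair, and how much of it belongs to Gm5424 is uncertain.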
